A study of Mus musculus with 18 samples. Its data were reported in "Norrin/Frizzled4 signalling in the preneoplastic niche blocks medulloblastoma initiation" (2016).

How the data were processed

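Expression was measured on Illumina MouseWG-6 v2 arrays in 16 samples of granule neuron progenitors (GNPs) and 2 medulloblastomas. The deposited values are on the log2 scale, after the background correction and quantile normalization of the authors with neqc, which is part of limma. The table held 45281 probes for 18 arrays, and no column lacked a sample. No further transformation or normalization was applied. Each array had the same median after this normalization, so a shift of all probes together would not be visible in these values. From 23.0% to 23.9% of the probes of an array lay at or above level 5. Level 5 was chosen after the data were seen as a limit near background, and where 1 group lay below it the fold was computed against it and given as a lower bound. Where both groups lay below it no fold was given.

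Gene symbols were those paired with the probes in the array's annotation. Of the probes, 34885 had 1 symbol, 18 had several and 10378 had none. By Entrez identifier 34807 of them were matched in a RefSeq gene table of the GRCm38.p6 assembly, and 0 symbols changed. No coordinates were used. The filter of the authors on annotated probe quality was not applied, since that annotation was not used here.

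Samples were grouped by their titles into wild-type, Ptch+/-, NdpKO and NdpKO;Ptch+/- GNPs, with 4 arrays each, and 1 tumour each of Ptch+/- and NdpKO;Ptch+/- mice. For 1 array the title and the source and genotype labels disagreed. It was grouped by its title and tried in the other group. The p-values treat arrays as independent animals, as the study states for the GNP groups. Replicate numbers did not pair the arrays across groups. Of the 16 GNP arrays, 4 correlated best with an array of their own number after removal of the group means. The 24 pairs with the same number had a median correlation of -0.044. Replicate number was therefore used as a block only as an alternative.

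A linear model with 1 mean per genotype was fitted to the 16 GNP arrays in limma 3.58.1 under R 4.3.3, with contrasts and empirical Bayes moderation at default settings. The comparisons were NdpKO;Ptch+/- against Ptch+/-, NdpKO against wild type, Ptch+/- against wild type, NdpKO;Ptch+/- against NdpKO, NdpKO;Ptch+/- against wild type, and the interaction. Tumours were compared with the 8 GNP arrays of their genotypes by tissue with genotype as a covariate. All tests were two-sided. Adjusted p-values are Benjamini-Hochberg values over all 45281 probes, and a probe was called below 0.05. No test was made between the tumours. Their log2 difference was taken, and list medians were ranked among those of 10000 random lists of the same size matched on mean expression. Principal components were computed on centred, unscaled values of 1500 probes, chosen for having the widest interquartile ranges across the GNPs.

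Before the data were examined, the comparisons, the alternatives, 23 gene lists and the rule for naming genes were fixed. By this rule Ndp and Ptch1 were given first. For each tested comparison, of the probes with 1 symbol that were called and whose groups did not overlap, the 10 highest and 10 lowest differences were named with 1 probe per gene, or all where there were fewer. For the tumours the 10 highest and 10 lowest differences were named among probes with a mean at or above the median of all probes. Members of each described list were named as examples, and 5 vascular genes, Cldn5, Lef1, Fzd4, Lrp5, Tspan12, Gli1, Mycn, Ccnd1 and Atoh1 were named whatever their values. Chance gives 2.86% of probes without overlap for 4 arrays against 4. The measured shares were 4.95% for NdpKO;Ptch+/- against Ptch+/-, 5.48% for NdpKO against wild type, 9.28% for Ptch+/- against wild type, 2.56% for NdpKO;Ptch+/- against NdpKO and 3.63% for NdpKO;Ptch+/- against wild type. For tumours outside the range of the GNPs chance gives 4.44% and the share was 23.1%.

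Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, using for each gene the probe with the highest mean. The 161 tests of 23 lists in 7 comparisons were adjusted together for each method. Camera called 57, of which 2, both in the tumours, were called with an estimated correlation, and fry called 36. The lists covered hedgehog, Norrin and Wnt signalling, vascular genes assayed by the study, endothelial, mural, microglial, astrocyte, oligodendrocyte, Purkinje cell and choroid plexus markers, extracellular matrix, antigen presentation, erythroid genes, granule neuron identity and differentiation, cell cycle, immediate-early and integrated stress, p53 and hypoxia responses, ribosomal proteins, the respiratory chain and sex-linked genes. All 5 vascular genes are also on the endothelial list.

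The procedure was tested on simulated data of 45281 probes in which 100 probes were changed by 1 and 100 by 2 on the log2 scale. For NdpKO;Ptch+/- against Ptch+/- GNPs, 58.0% and 94.0% were recovered, with 13 other probes called. For NdpKO against wild type 66.0% and 91.0% were recovered, for Ptch+/- against wild type 60.0% and 94.0%, for NdpKO;Ptch+/- against NdpKO 63.0% and 93.0%, for NdpKO;Ptch+/- against wild type 57.0% and 96.0%, for the interaction 48.0% and 74.0%, and for the tumours 39.0% and 83.0%. The median SE of a difference above level 5 was 0.145 in the GNP comparisons, 0.206 in the interaction and 0.173 for the tumours.

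Alternatives were a replicate block, array quality weights, an intensity trend with robust moderation, repeated quantile normalization, centring on the array median, a filter on dim probes, 1 probe per gene, only the compared groups in the fit, the other label of the disagreeing array, an assumed chip block of 6 consecutive arrays, all GNP arrays in the tumour comparison, and each array left out in turn. For the principal components other numbers of probes, scaling and all 18 arrays were tried, and for the gene lists all probes of a gene. A filter at level 5 and the omission of NdpKO replicate 4 together with NdpKO;Ptch+/- replicate 1 were chosen after the data were seen.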

Results

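Whole-genome expression was measured on 18 Illumina MouseWG-6 v2 arrays. Of these, 16 arrays held granule neuron progenitors (GNPs), the cerebellar cells from which Sonic hedgehog medulloblastoma arises, and 2 held medulloblastomas. The GNPs came from 4 genotypes, each with 4 arrays: wild type, Ptch+/-, NdpKO and NdpKO;Ptch+/-. According to the study, each of these arrays is a different animal. Ptch1 encodes the receptor that restrains hedgehog signalling. Norrin, the product of Ndp, is a ligand of the Frizzled4 receptor of blood vessels. One medulloblastoma came from a Ptch+/- mouse and the other from an NdpKO;Ptch+/- mouse, so the tumours had no replicates. Every array carried 45281 probes and had the same median of 4.13 on the log2 scale. In 76.1% of probes the mean over the GNP arrays lay below 5, a level close to the background of the scale. Where a fold is given against a group below that level, it is a lower bound computed against it. A log2 difference against such a group rests partly on background. Differences are log2 differences ± SE with n = 4 arrays per genotype unless stated otherwise, and the number of arrays limits their precision.

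The targeted genes were examined first. Ptch1 (ILMN_2460224) was measured at 8.63 ± 0.06 in wild-type and 7.83 ± 0.14 in Ptch+/- GNPs (SD, n = 4), a fall of -0.80 ± 0.10 (adjusted p = 0.0040). It was measured at 8.80 ± 0.15 in NdpKO and 8.07 ± 0.19 in NdpKO;Ptch+/- GNPs (SD, n = 4), a difference of -0.73 ± 0.10 that did not pass the threshold (adjusted p = 0.078). The differences of Ptch1 with loss of Ndp did not pass the threshold in either background, with 0.16 ± 0.10 in NdpKO against wild type (adjusted p = 0.60) and 0.23 ± 0.10 in NdpKO;Ptch+/- against Ptch+/- GNPs (adjusted p = 0.52). In the tumours Ptch1 was measured at 8.69 (Ptch+/-) and 7.01 (NdpKO;Ptch+/-). The Ndp probe lay at background in every group, wild type included, so it carried no information on the knockout. The probes for Fzd4, Lrp5, Lef1, Gli1, Mycn and Atoh1 also lay at background on all 18 arrays. Fzd4 and Lrp5 of the Norrin receptor complex and the hedgehog targets Gli1 and Mycn could therefore not be compared.

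Prm1 (ILMN_2806549), which encodes the sperm chromatin protein protamine, separated the arrays by Ptch genotype. It was measured at 4.12 in wild-type and NdpKO GNPs, 10.38 ± 0.18 in Ptch+/- and 10.07 ± 0.40 in NdpKO;Ptch+/- GNPs (SD, n = 4), and 12.18 and 12.16 in the tumours. This was at least 41.6-fold higher in Ptch+/- than in wild-type GNPs (adjusted p = 1.5e-10). The labels of 1 array disagreed. By its title it was replicate 2 of NdpKO;Ptch+/-, whereas its source and genotype labels gave Ndp knockout. Its Prm1 value of 9.92 and its Ptch1 value of 7.80 lay among the arrays with Ptch in their title, and it was grouped by its title.

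**Figure D1:**
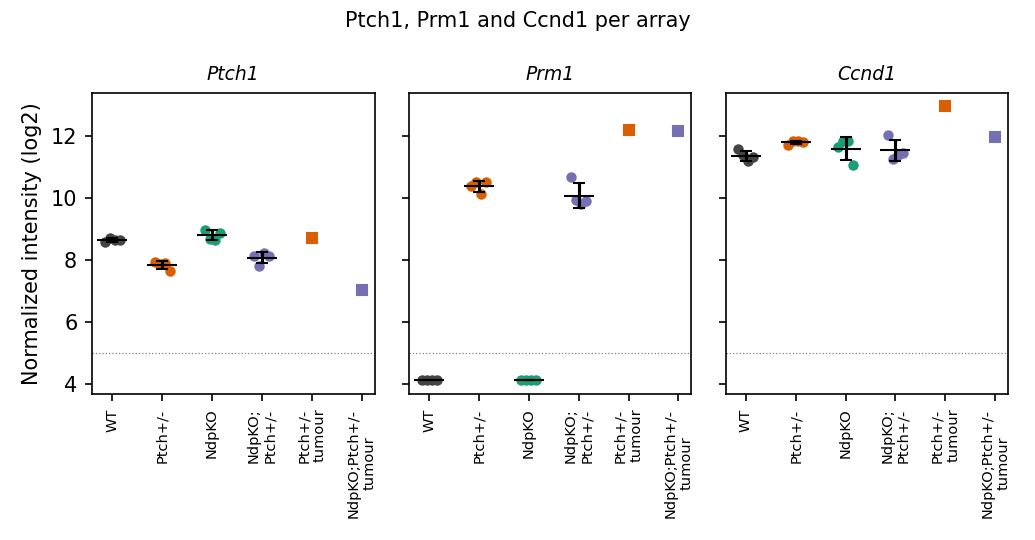
Log2 expression of Ptch1, Prm1 and Ccnd1 in each array, by genotype. Points are arrays, bars are the mean ± SD of n = 4 GNP arrays, squares are single tumours and the dotted line is level 5; Prm1 lies near 4.12 in wild-type and NdpKO GNPs and above the line wherever Ptch is heterozygous.

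Principal component analysis of the 1500 most variable probes asked whether the genotypes separate the GNPs. The first component held 43.6% of the variance, the second 11.3%. The 4 wild-type arrays lay at negative scores and the 4 Ptch+/- arrays at positive scores. The NdpKO group lay with Ptch+/- except for replicate 4, and the NdpKO;Ptch+/- group lay with wild type except for replicate 1. Genotype accounted for 62.0% of the variance of the scores on the first component.

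**Figure D2:**
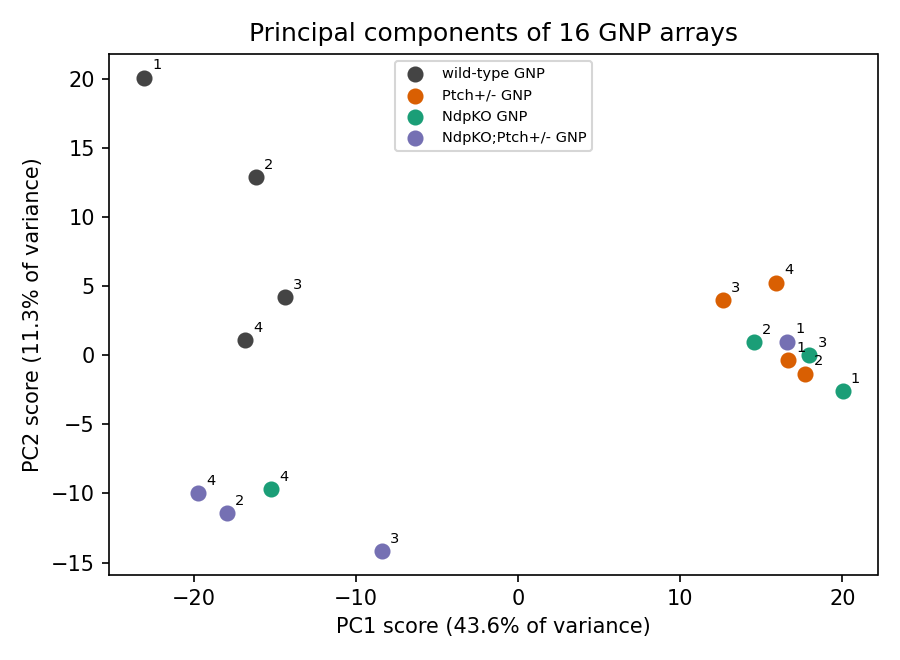
Scores of the 16 GNP arrays on principal components 1 (43.6% of variance) and 2 (11.3%), in log2 units, coloured by genotype with the replicate number beside each point. NdpKO replicate 4 lies on the side of wild type and NdpKO;Ptch+/- replicate 1 on the side of Ptch+/-.

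Loss of one Ptch1 allele was examined in Ptch+/- against wild-type GNPs. The neuronal genes Kcnd2, Grin2b and Cntn2 rose in Ptch+/- GNPs, and Hspb1, Hspa1a, Hspa1b and the glial transcription factor gene Sox9 fell. Of 494 probes called, representing 414 genes, 268 were higher and 226 lower, and 129 differed by at least 1 on the log2 scale. After Prm1 the highest genes were Wdr82 (1.94 ± 0.19, adjusted p = 0.0013), Tpmt, which encodes thiopurine methyltransferase (1.93 ± 0.19, adjusted p = 0.0013), the neural transcriptional repressor gene Scrt2 (1.92 ± 0.22, adjusted p = 0.0027) and the microtubule stabiliser gene Map6 (1.88 ± 0.31, adjusted p = 0.019). Wild type lay below level 5 for these 4 genes, which were at least 2.74, 2.81, 2.99 and 2.43-fold higher, so their order rests on background. Ankrd12, Smco4, Aplp2, Chtf8 and Cpeb3 followed at 1.83, 1.68, 1.61, 1.60 and 1.58. Brighter probes of the same genes gave smaller differences, with 0.14 for Wdr82, 0.78 for Tpmt, 0.95 for Map6, 1.01 for Ankrd12, -0.016 for Aplp2 and 0.65 for Chtf8. The lowest genes were the small heat shock gene Hspb1 (-2.78 ± 0.53, adjusted p = 0.030), Zfp87 (-2.40 ± 0.45, adjusted p = 0.030), the galectin gene Lgals3 (-2.22 ± 0.48, adjusted p = 0.048) and the immune surface gene Cd83 (-2.18 ± 0.20, adjusted p = 0.0012). The inducible heat shock genes Hspa1a and Hspa1b, whose sequences are nearly identical, fell by 2.17 and 2.16 on the log2 scale. Ptch+/- GNPs lay below level 5 for Cd83, Hspa1a and Hspa1b, which were at least 3.29, 2.84 and 2.68-fold lower. Odf3b, C430049B03Rik, Gpnmb and Got1l1 differed by -2.12, -2.02, -1.95 and -1.94. Ptch+/- GNPs also lay below level 5 for C430049B03Rik and Got1l1, which were at least 2.43 and 3.03-fold lower, and for Hspb1 and Gpnmb. The order of the genes below level 5 rests on background.

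Among the lists of genes fixed beforehand, granule neuron differentiation was higher in Ptch+/- GNPs (3 of 24 members called, 6 higher when adjusted over the list alone, camera adjusted p = 3.1e-05, but adjusted p = 0.35 with an estimated correlation). Its called members were the potassium channel gene Kcnd2 (0.71), the glutamate receptor gene Grin2b (1.18) and the adhesion gene Cntn2 (0.37). Granule neuron progenitor identity was also higher (camera adjusted p = 0.025, and adjusted p = 0.35 with an estimated correlation), with the transcription factor genes Zic2 (0.76) and Zic4 (0.54) called and 5 of 18 members higher when adjusted over the list alone. Of 17 hedgehog genes, Sufu, an inhibitor of Gli proteins (1.56), and the cyclin gene Ccnd2 (0.52) rose and Ptch1 fell, and the list as a whole passed no test (camera adjusted p = 0.25). The astrocyte and Bergmann glia list was lower (median -0.55, camera adjusted p = 2.2e-05, but adjusted p = 0.35 with an estimated correlation), with Sox9 called (-0.55) and 10 of 19 members lower when adjusted over the list alone. The endothelial list was lower by camera (median -0.60, adjusted p = 1.8e-05) with no member called, at adjusted p = 0.40 with an estimated correlation. Microglial and leukocyte markers were lower as well (median -0.13, camera adjusted p = 9.5e-04, 3 of 18 when adjusted over the list alone), at adjusted p = 0.35 with an estimated correlation. Integrated stress response genes were lower too (Cebpb called among 19, median -0.23, camera adjusted p = 1.3e-04, but adjusted p = 0.35 with an estimated correlation). The count of 494 probes became 116, 127, 164 and 226 without Ptch+/- replicates 1, 2, 3 and 4, of which replicate 3 alone had high Xist, and 194, 194 and 186 without wild-type replicates 1, 2 and 3.

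Loss of Norrin alone was examined in NdpKO against wild-type GNPs. Hspa1a, Gpnmb, Serpina3n and Gfap fell in NdpKO GNPs, and Scrt2, Rims1 and Kcnd2 rose. Of 139 probes called, representing 120 genes, 69 were higher and 70 lower, and 46 differed by at least 1 on the log2 scale. A probe without a listed gene, ILMN_2690603, differed by -4.58 ± 0.28 (at least 12.97-fold lower, adjusted p = 3.3e-05). The lowest genes were Hspa1a (-3.14 ± 0.42, adjusted p = 0.013), Gpnmb, a membrane glycoprotein gene of phagocytes (-2.79 ± 0.34, at least 3.73-fold lower, adjusted p = 0.0081), the acute-phase inhibitor gene Serpina3n (-2.55 ± 0.30, adjusted p = 0.0064), Cd83 (-2.26 ± 0.20, adjusted p = 0.0011) and Gfap, the intermediate filament gene of astrocytes (-2.16 ± 0.41, adjusted p = 0.0499). Fcrls, Selenop, Tlr2, Nostrin and Vcam1 followed at -2.06, -1.88, -1.83, -1.82 and -1.52. NdpKO GNPs lay below level 5 for Gpnmb, Serpina3n, Cd83, Selenop, Tlr2, Nostrin and Vcam1, so the order of these genes rests on background. Cd83 and Tlr2 were at least 3.29 and 2.23-fold lower. The highest were Wdr82 (1.68 ± 0.19, at least 2.28-fold higher, adjusted p = 0.0051), Scrt2 (1.53 ± 0.22, adjusted p = 0.017), Smco4 (1.48 ± 0.23, adjusted p = 0.023), the synaptic active zone gene Rims1 (1.43 ± 0.25, adjusted p = 0.044) and the endocytic scaffold gene Itsn1 (1.37 ± 0.19, adjusted p = 0.015). Selenot, Plppr1, Nuak1, Ilrun and Tmtc2 rose by 1.31, 1.27, 1.22, 1.18 and 1.17. Wild type lay below level 5 for Wdr82, Scrt2, Rims1, Itsn1 and Ilrun, so the order of these genes rests on background. Scrt2, Rims1 and Itsn1 were at least 2.28, 1.94 and 1.80-fold higher. Several of the rises of the highest genes were smaller or absent at brighter probes of the gene. The differences there were -0.33 for Wdr82, 0.0017, 0.023 and 0.45 for Selenot, 0.039 for Ilrun, 0.27 for Nuak1 and 0.24 and 0.58 for Plppr1.

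The astrocyte and Bergmann glia list was lower in NdpKO GNPs, with a median of -0.64 (camera adjusted p = 6.8e-07, but adjusted p = 0.35 with an estimated correlation). Gfap was called among its 19 members and 11 were lower when adjusted over the list alone, including Aldh1l1 (-1.46), Apoe (-1.40) and Hopx (-1.12). Of 18 microglial and leukocyte markers, 6 were lower when adjusted over the list alone, among them the complement genes C1qc (-1.88) and C1qb (-1.14) and Laptm5 (-1.09), and none was called over all probes. This list passed camera (adjusted p = 9.2e-06, but adjusted p = 0.35 with an estimated correlation). The endothelial list was lower (median -0.67, camera adjusted p = 7.8e-06, at adjusted p = 0.40 with an estimated correlation), and 2 of 27 members were lower when adjusted over the list alone. Granule neuron differentiation was higher (median 0.27, camera adjusted p = 5.8e-06, at adjusted p = 0.35 with an estimated correlation). Kcnd2 was called (0.63, adjusted p = 0.020) and 6 of 24 members were higher when adjusted over the list alone, including Grin2b (1.13) and the glutamate transporter gene Slc17a7 (1.22). Immediate-early and dissociation stress genes were lower, with Hspa1a and Atf3 (-1.03) called, as were integrated stress response genes, with Cebpb (-0.95) called (medians -0.15 and -0.24, camera adjusted p = 0.0035 and 2.3e-04, but adjusted p = 0.35 for both with an estimated correlation). The wild-type and Ptch+/- mice were labelled C57Bl/6 and the NdpKO mice mixed, so strain and loss of Ndp were not separated by the labels. The study states that compound mutants were compared with controls of their own breeding cohort. The count of 139 became 25, 68, 29 and 401 without NdpKO replicates 1, 2, 3 and 4, and 41, 62 and 75 without wild-type replicates 1, 2 and 3, and it was 64 with the array of disagreeing labels counted as NdpKO.

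The differences of NdpKO and of Ptch+/- GNPs from the same wild-type arrays ran in parallel. Across probes, which are not independent replicates, their correlation was 0.832, against 0.497 for simulated groups without a change that shared the same wild-type arrays. With the wild-type arrays split 2 and 2, so that none was shared, the mean correlation over 6 splits was 0.594. Both mutants were called higher at 47 probes, both lower at 50, and in opposite directions at 0, where lists drawn independently would share 0.408 and 0.349. Cd83, Gpnmb and Tlr2 were among the genes lower in each, and Scrt2 and Smco4 among those higher in each. Wdr82 was called higher in each at a dim probe. Its brightest probe gave -0.33 in NdpKO and 0.14 in Ptch+/- against wild-type GNPs.

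Whether loss of Norrin changed GNPs that already lacked a Ptch1 allele was examined in NdpKO;Ptch+/- against Ptch+/- GNPs. The 7 probes called were lower in NdpKO;Ptch+/- GNPs and represented 5 genes and 2 probes without a listed gene. Of the latter, ILMN_2690603 differed by -2.54 ± 0.28 (at least 3.16-fold lower, adjusted p = 0.0082), more than any gene named here. Tpmt (ILMN_2800466) was measured at 6.49 ± 0.09 in Ptch+/- and 4.47 ± 0.16 in NdpKO;Ptch+/- GNPs (SD, n = 4), at least 2.81-fold lower at this probe (-2.02 ± 0.19, adjusted p = 0.0046). The other probes of Tpmt gave smaller differences, -0.64 at the brightest and -0.41. Thg1l (ILMN_2979430), which encodes a histidine transfer RNA guanylyltransferase, differed by -1.64 ± 0.18 (3.11-fold lower, adjusted p = 0.0082), and Ube2cbp (ILMN_2701304) by -1.47 ± 0.20 (2.77-fold lower, adjusted p = 0.036). These genes stood at 5.45 and 6.52 in NdpKO GNPs as well, against 6.88 and 7.71 in wild type. Map2k6 (ILMN_1215521), a kinase gene of the p38 pathway, differed by -0.69 ± 0.08 (at least 1.08-fold lower, adjusted p = 0.0082). Stra6 was called with a difference of -0.03 within background and is given no fold.

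Vascular genes were the group of interest in this comparison. Plvap, which encodes the diaphragm protein of fenestrated endothelium, was measured at 4.68 in wild-type, 4.56 in Ptch+/-, 5.65 in NdpKO and 6.95 in NdpKO;Ptch+/- GNPs. Its difference of 2.39 ± 0.41, at least 3.86-fold, did not pass the threshold over all probes (adjusted p = 0.11). Values for Angpt2, an angiopoietin (1.73 ± 0.70, adjusted p = 0.51), the endothelial sialomucin gene Emcn (1.45 ± 0.40, adjusted p = 0.31), Pecam1 (1.29 ± 0.50, adjusted p = 0.48) and Esm1 (0.22 ± 0.07, adjusted p = 0.37) were positive without passing it. All 5 passed when adjusted over the list alone, although Esm1, at 4.12 and 4.34, differed within background. Angpt2 was measured at 7.61 in wild-type, 5.54 in Ptch+/-, 5.75 in NdpKO and 7.27 in NdpKO;Ptch+/- GNPs and Pecam1 at 6.31, 5.05, 5.21 and 6.34, with low means in both single mutants. Both genes and Emcn went with the arrays that stood apart on the first component. Angpt2 was measured at 5.28, Pecam1 at 5.33 and Emcn at 8.32 in NdpKO;Ptch+/- replicate 1, each the lowest or near the lowest of its group. In NdpKO replicate 4 they were measured at 7.89, 6.22 and 9.24, the highest of that group. Plvap was also lowest of its group in NdpKO;Ptch+/- replicate 1 (6.26) and highest in NdpKO replicate 4 (6.42). Without NdpKO;Ptch+/- replicate 1 the difference of Angpt2 was 2.39. The study chose this list in its tumours of the same genotypes and not in GNPs. The list was higher by camera (median 1.45, adjusted p = 3.7e-06, but adjusted p = 0.35 with an estimated correlation) and by fry (adjusted p = 0.017). The wider endothelial list, which holds all 5, was higher by camera (median 0.36, adjusted p = 8.4e-05, at adjusted p = 0.44 with an estimated correlation), and 2 of 27 members, Plvap and Emcn, were higher when adjusted over the list alone. The tight junction gene Cldn5 (0.09 ± 0.29, adjusted p = 0.97), the Norrin co-receptor gene Tspan12 (0.04 ± 0.25, adjusted p = 0.99) and the cyclin gene Ccnd1 (-0.27 ± 0.18, adjusted p = 0.75) did not pass the threshold.

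Other lists in NdpKO;Ptch+/- against Ptch+/- GNPs moved without a called member. Immediate-early and dissociation stress genes were lower (median -0.24, camera adjusted p = 7.8e-06, but adjusted p = 0.35 with an estimated correlation), and 8 of 21 were lower when adjusted over the list alone, among them Zfp36 (-0.95), Jun (-0.72) and Klf2 (-0.69). Granule neuron differentiation and progenitor identity were lower (camera adjusted p = 0.0057 and 0.039, but adjusted p = 0.40 and 0.35 with an estimated correlation), with Rbfox3 (-0.28), Zic2 (-0.49) and Zic4 (-0.44) lower when adjusted over the lists alone. Astrocyte and integrated stress response genes were higher (medians 0.24 and 0.28, camera adjusted p = 0.0025 and 0.0011, but adjusted p = 0.40 for both with an estimated correlation). The hedgehog list passed no test (camera adjusted p = 0.50). Without NdpKO;Ptch+/- replicate 1, which stood apart from its group on the first component, 232 probes were called instead of 7, of which 110 were higher and 122 lower. Without Ptch+/- replicates 2 and 4 the counts were 11 and 13, and with array quality weights 8 of 28 called probes were higher.

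**Figure D3:**
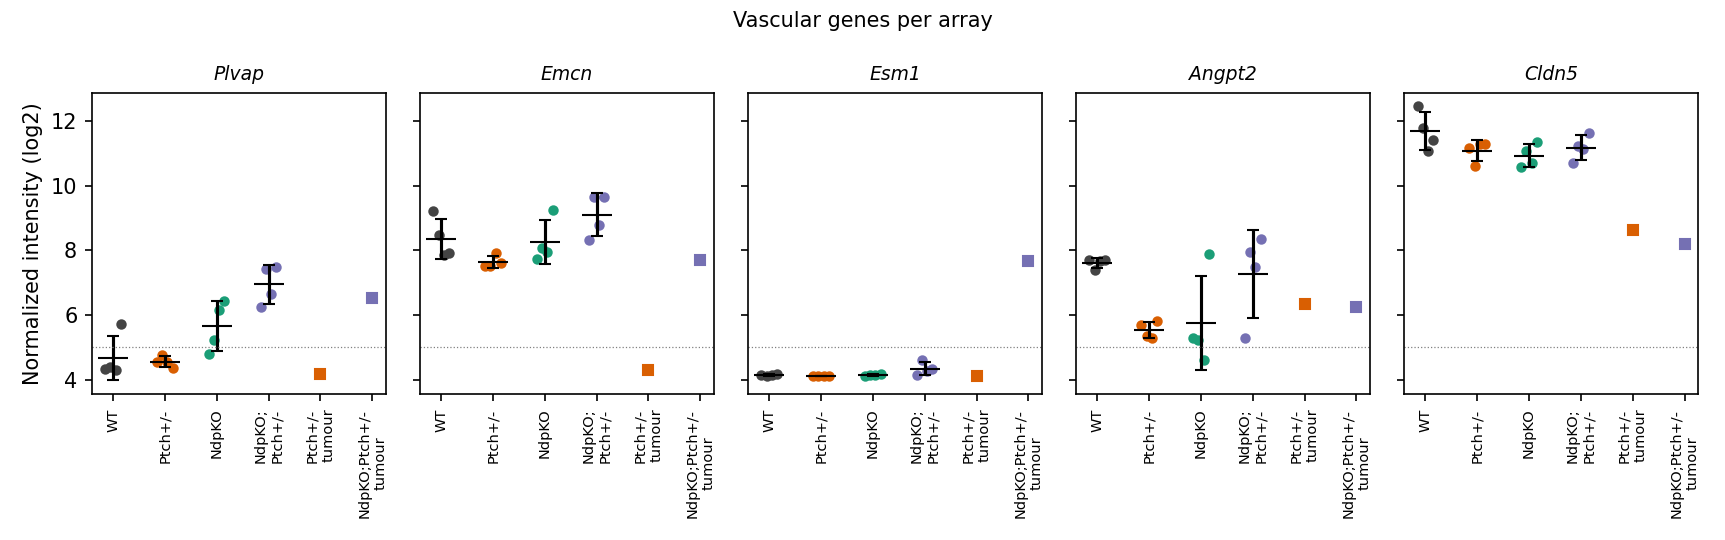
Log2 expression of Plvap, Emcn, Esm1, Angpt2 and Cldn5 in each array, by genotype. Points are arrays, bars are the mean ± SD of n = 4 GNP arrays, squares are single tumours and the dotted line is level 5; mean Plvap is 6.95 in NdpKO;Ptch+/- and 4.56 in Ptch+/- GNPs.

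Whether Ptch heterozygosity had an effect in the absence of Norrin was examined in NdpKO;Ptch+/- against NdpKO GNPs. Prm1 was the gene called, at both of the 2 probes, and rose by 5.95 ± 0.15 (at least 33.6-fold, adjusted p = 2.8e-10). Vascular, endothelial and astrocyte lists were higher by camera (medians 1.13, 0.36 and 0.30, adjusted p = 3.7e-05, 3.1e-06 and 2.5e-05, but adjusted p = 0.35, 0.39 and 0.35 with an estimated correlation). Granule neuron differentiation was lower (median -0.12, camera adjusted p = 9.5e-04), and cell cycle and integrated stress response genes were higher (camera adjusted p = 0.038 and 0.0014), at adjusted p = 0.35, 0.35 and 0.40 with an estimated correlation. No member of these lists was called over all probes. Adjusted over the list alone, 2 of the 5 vascular genes and 0 of the 27 endothelial genes were higher. Without NdpKO replicate 4 the count was 8 and without NdpKO;Ptch+/- replicate 1 it was 7, and it was 0 with the array of disagreeing labels counted as NdpKO.

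Both mutations together were examined in NdpKO;Ptch+/- against wild-type GNPs. Prm1 and Kcnd2 rose and Gpnmb, Cd83, Tlr2 and Hspa1a fell in NdpKO;Ptch+/- GNPs. Of 23 probes called, 8 were higher and 15 lower. Besides Prm1, Kcnd2 (0.69 ± 0.09, adjusted p = 0.020), Arhgef18 (0.59), the phosphatase gene Ppm1e (0.58), Klhl9 (0.53) and Tbc1d10b (0.41) rose. Gpnmb (-2.79 ± 0.34, adjusted p = 0.011), Hspa1a (-2.20 ± 0.25, adjusted p = 0.0048), Serpina3n (-2.01), Cd83 (-2.01), Tlr2 (-1.66), Fcrls (-1.56), Thg1l (-1.33), the hyaluronan receptor gene Cd44 (-1.12), C530044C16Rik (-1.12) and the stress response gene Atf3 (-1.05) fell. NdpKO;Ptch+/- GNPs lay below level 5 for Gpnmb, Hspa1a, Tlr2, Fcrls, Cd44 and C530044C16Rik, which were at least 3.73, 2.84, 2.23, 1.92, 1.69 and 1.62-fold lower. They lay below it for Cd83 as well, so the order of these genes rests on background. The immediate-early and dissociation stress list was lower (1 of 21 called, 5 when adjusted over the list alone, camera adjusted p = 3.2e-07, but adjusted p = 0.25 with an estimated correlation). The vascular list was higher (median 0.19, camera adjusted p = 0.012, but adjusted p = 0.37 with an estimated correlation), and when adjusted over the list alone 2 of 5 members were higher, Plvap (2.27) and Esm1, the latter within background. The wider endothelial list, which holds these genes, was not called (median -0.013, camera adjusted p = 0.40). Microglial and leukocyte, choroid plexus, matrix, astrocyte, mural and Norrin and Wnt lists were lower (camera adjusted p = 4.1e-04, 8.7e-04, 0.0061, 0.015, 0.032 and 0.0497, but adjusted p = 0.35, 0.35, 0.35, 0.51, 0.40 and 0.35 with an estimated correlation), and 6 of 18 microglial markers were lower when adjusted over the list alone. Granule neuron differentiation was higher (camera adjusted p = 0.022, but adjusted p = 0.47 with an estimated correlation). The count was 58 without wild-type replicate 4, 15 without wild-type replicate 2, and 13 and 14 without NdpKO;Ptch+/- replicates 3 and 4.

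Whether the effect of Norrin loss depended on Ptch was tested as an interaction, the difference of NdpKO;Ptch+/- from Ptch+/- minus that of NdpKO from wild type. This sets the wild-type and NdpKO;Ptch+/- arrays against the other arrays. The first component made the same split, except for NdpKO replicate 4 and NdpKO;Ptch+/- replicate 1, so the interaction cannot be told apart from that component. The genes named with a negative interaction were higher than wild type in Ptch+/- GNPs and lower again in NdpKO;Ptch+/- GNPs, and those with a positive interaction were lower than wild type in both single mutants. Of 224 probes called, representing 190 genes, 100 had a positive and 124 a negative interaction. Scrt2 had the lowest value (-3.03 ± 0.31, adjusted p = 0.0044), with means of 4.66 in wild-type, 6.58 in Ptch+/-, 6.19 in NdpKO and 5.08 in NdpKO;Ptch+/- GNPs. Samd12 (-2.57), Wdr82 (-2.54), Map6 (-2.52), Jph4, a junctional membrane gene (-2.33), Itsn1 (-2.31), the nicotinic receptor gene Chrnb2 (-2.23), Tpmt (-2.15), the splicing factor gene Celf4 (-2.08) and Ntrk2, the receptor gene for brain-derived neurotrophic factor (-2.05), followed. The highest values were those of 3300002A11Rik (2.78 ± 0.46, adjusted p = 0.033), the endothelin receptor gene Ednrb (2.61 ± 0.49, adjusted p = 0.047), Myh8 (2.52), Cd83 (2.43), Serpina3n (2.31), Hspa1a (2.31), Pramel4 (2.21), the centriole duplication kinase gene Plk4 (1.94), B3gat3 (1.93) and Tlr2 (1.91). All 10 had lower means than wild type in all 3 mutants. At the probes given, Cd83, Hspa1a and Tlr2 lay below level 5 in all 3, where the floor alone gives a positive value, so these values are not evidence of an interaction. A brighter probe of Hspa1a, above level 5 in every group, gave 2.43. Both single mutants lay below level 5 for 3300002A11Rik, Pramel4 and B3gat3, as did NdpKO for Ednrb and Serpina3n and Ptch+/- for Myh8. The sizes and order of these values therefore rest partly on background. For Tpmt every group but Ptch+/- lay below level 5. A fall with loss of Ndp could not be seen there without Ptch heterozygosity, so its value is not evidence of an interaction. At brighter probes the interactions were -0.66 for B3gat3, 0.0081 for Ntrk2, -0.74 for Wdr82, -0.99 for Tpmt, -0.90 for Celf4, -1.34 for Map6, -1.21 for Chrnb2 and 1.11 for Ednrb. The astrocyte list had a positive interaction (median 0.85, Sox9 called, 10 of 19 when adjusted over the list alone, camera adjusted p = 6.8e-07, but adjusted p = 0.35 with an estimated correlation). Granule neuron differentiation had a negative one (median -0.34, Cntn2 and Grin2b called, 11 of 24 when adjusted over the list alone, camera adjusted p = 3.7e-06, but adjusted p = 0.35 with an estimated correlation).

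The endothelial and vascular lists also had positive interactions (medians 0.97 and 1.55, camera adjusted p = 1.2e-07 and 5.8e-04, but adjusted p = 0.35 for both with an estimated correlation), and 5 of 27 and 5 of 5 members passed when adjusted over the lists alone. Positive interactions were also found for the integrated stress response list, with Cebpb (1.23) called, the matrix list, with Tnc (1.52) and Lamc1 (0.91) called, and the microglial and choroid plexus lists (camera adjusted p = 1.9e-05, 4.2e-04, 8.9e-04 and 0.031, but adjusted p = 0.35, 0.35, 0.35 and 0.40 with an estimated correlation). Progenitor identity had a negative interaction, with Zic2 (-0.96) and Zic4 (-0.76) called (camera adjusted p = 0.049, but adjusted p = 0.35 with an estimated correlation). The number of probes called for the interaction depended on single arrays of every genotype. It was 1201 without NdpKO replicate 4, 1221 without NdpKO;Ptch+/- replicate 1 and 28 without NdpKO;Ptch+/- replicate 2. It was 2 when the last of these replicates was counted as NdpKO by its other labels. The counts were 26, 57, 50 and 71 without Ptch+/- replicates 1 to 4, 36, 71 and 35 without NdpKO replicates 1 to 3, 56 and 33 without NdpKO;Ptch+/- replicates 3 and 4, and 78, 57 and 84 without wild-type replicates 1 to 3.

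Tumours were set against GNPs of the same 2 genotypes, with genotype as a second term. Lyz2, Gpnmb and most microglial and leukocyte markers rose, and Fos, Mag, Slc32a1 and Neurod2 were among the genes that fell. Of 6643 probes called, representing 4148 genes, 3898 were higher and 2745 lower in the tumours, and 2741 differed by at least 1 on the log2 scale. The lysozyme genes Lyz2 (6.77 ± 0.45, adjusted p = 4.2e-05) and Lyz1 (5.34 ± 0.34), whose sequences are closely related, Gpnmb (6.42 ± 0.40, adjusted p = 2.9e-05) and the Fc receptor chain gene Fcer1g (4.66 ± 0.70, adjusted p = 0.0031) were among the highest (n = 2 tumours and 8 GNP arrays). The others were 6330415B21Rik (5.20), the cerebellin gene Cbln4 (5.002), the transcription factor genes Zbtb20 (4.89) and Zfhx3 (4.56), Psg23 (4.73) and the keratin gene Krt12 (4.60 ± 1.10). Krt12 was measured at 5.69 in the Ptch+/- and 11.77 in the NdpKO;Ptch+/- tumour, and without the latter its difference was 1.57. The lowest were the immediate-early gene Fos (-7.41 ± 0.14, at least 98.5-fold lower, adjusted p = 2.3e-08), Mag, a myelin glycoprotein gene (-6.81 ± 0.30), Slc32a1, the transporter gene of inhibitory synapses (-6.003), and the transcription factor genes Sp5 (-5.80) and Tfap2b (-5.34). Ccl27a, Enpp6, Scg2, 1700086L19Rik and Rps4l fell by 5.77, 5.47, 4.85, 4.77 and 4.75 on the log2 scale.

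In the tumours 14 of 18 microglial and leukocyte markers rose (median 2.11, camera adjusted p = 9.7e-13), and this list kept its call with an estimated correlation (adjusted p = 0.037). The nuclear-encoded respiratory chain list, with 18 of 74 members lower and none higher, also kept it (median -0.18, camera adjusted p = 3.7e-06, and adjusted p = 0.037 with an estimated correlation). Immediate-early and dissociation stress genes fell in 17 of 21 members (median -2.28, camera adjusted p = 1.0e-16, but adjusted p = 0.13 with an estimated correlation). Of 24 granule neuron differentiation genes 11 fell and 1 rose (camera adjusted p = 3.5e-04, but adjusted p = 0.35 with an estimated correlation), with Neurod2 (-4.61), Kcnd2 (-3.99) and Syt1 (-3.87) lower. Among hedgehog genes Sfrp1 (1.87), Sufu (1.55), Ccnd2 (0.84) and Ccnd1 (0.80, adjusted p = 0.045) rose and Gli3 (-4.14) fell, with no call for the list (camera adjusted p = 0.24). The GNPs were purified from postnatal day 6 cerebella by density gradient and pre-plating and the tumours were dissected from symptomatic mice, so tissue, age and preparation changed together. The age label of both tumours was also postnatal day 6, which conflicts with tumours from symptomatic mice, and it was not used. The test rests on 2 tumours that differ in genotype.

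The last comparison was between the tumours, with 1 of each genotype and therefore no test. Of the vascular genes Esm1, Emcn and Plvap stood higher in the NdpKO;Ptch+/- tumour and Angpt2 and Cldn5 did not. Esm1 was measured at 4.12 in the Ptch+/- and 7.67 in the NdpKO;Ptch+/- tumour, Emcn at 4.29 and 7.71, and Plvap at 4.17 and 6.54. Angpt2 was measured at 6.33 and 6.26 and Cldn5 at 8.64 and 8.18, and Pecam1 (4.17 and 4.18) lay at background in both and could not be compared. The vascular list was chosen by the study in its tumours, so its direction here is not independent evidence. The median of its 5 genes was 2.37, at the 99.99th percentile of random lists matched on expression. The 27 endothelial genes, which include them, had a median of 0.01 (percentile 89.3). Only 15 of the 27 lay at or above level 5, so this median rests partly on background. By at least 0.5 on the log2 scale 6 of the 27 were higher and 3 lower. Tspan12 was measured at 7.29 and 6.62 and Ccnd1 at 12.96 and 11.97. In matrix genes, elastin (Eln) differed by 5.76, at least 47.1-fold, Mfap4 was measured at 5.63 and 9.17 and the perlecan gene Hspg2 at 4.88 and 7.65. The matrix list had a median of 0.01 (percentile 92.2 of random lists), and by at least 0.5 on the log2 scale 10 of its 32 members were higher and 5 lower. In the NdpKO;Ptch+/- tumour the Y-linked gene Eif2s3y was measured at 4.11 and Xist lay at background, whereas the study restricts this genotype to males. A probe without a listed gene (ILMN_2690603), chosen after its values were seen, was measured at 7.37 in this tumour against 4.12 in both groups of Ndp mutant GNPs. Thg1l, which was low in both groups of Ndp mutant GNPs, was measured at 7.02 in the Ptch+/- and 4.69 in the NdpKO;Ptch+/- tumour, in the direction of the label, whereas Ube2cbp, also low in both groups, was measured at 7.74 and 7.86, against it. The Ndp genotype of the tumour was not settled by these probes.

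Of all 45281 probes, 784 were higher and 811 lower in the NdpKO;Ptch+/- tumour by at least 1 on the log2 scale, a count of size and not of a test. The genes named were taken from 18692 probes with 1 symbol and a mean at or above the median. Over probes with a tumour mean at or above level 5 the SD of the difference was 0.767, against 0.283 to 0.538 for pairs of GNP replicates of 1 genotype over probes with a GNP mean at or above it. Krt12 (6.25), Mxra7 (5.14), the transcription factor genes Pou4f1 (4.77) and Myod1 (4.00), the muscle genes Pdlim3 (4.74) and Flnc (4.72), Rprml (4.396), Zfp385b (3.92) and Gm3696 (3.80) were the highest besides Eln. The lowest were Tecta, an inner ear matrix gene (-6.90), Itih3 (-6.02), the synaptotagmin gene Syt4 (-5.79), Xlr4a (-5.31), the lipocalin gene Lcn2 (-4.96), Egr3 (-4.73), Chac1 (-4.72), Asns, which encodes asparagine synthetase (-4.38), the midkine gene Mdk (-4.36) and Slc38a5 (-4.30). The NdpKO;Ptch+/- tumour lay below level 5 for Tecta, Itih3 and Syt4, which were at least 88.8, 56.8 and 31.8-fold lower, and for Xlr4a, Lcn2, Egr3, Chac1 and Slc38a5, as did the Ptch+/- tumour for Mxra7, Pou4f1, Myod1, Flnc, Zfp385b and Gm3696, so the order of these genes rests on background. The integrated stress response list, which holds Chac1 and Asns, had a median of -0.59 and the astrocyte list -0.55, both below all 10000 random lists. The cell cycle list had a median of -0.20 (percentile 0.05), the hedgehog list -0.08 (percentile 1.36), the ribosomal list -0.09 (percentile 0), the antigen presentation list -0.10 (percentile 0.03) and the sex-linked list -0.018 (percentile 0.70). Only 8 of 19 antigen presentation and 1 of 7 sex-linked genes lay at or above level 5, so both medians rest largely on background. The random lists were matched on expression and not on the correlation between genes of a list, so extreme percentiles are not tests. The respiratory chain and oligodendrocyte lists went higher, with medians of 0.038 and 0.096 (percentiles 99.0 and 98.1). With 1 tumour per genotype, differences between genotypes and between individual tumours were not separated.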

Values the study reported

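The study reported 1586 transcripts that differed between Ptch+/- and NdpKO;Ptch+/- tumours at an adjusted P below 0.05. Its principal component plots drew on the 1500 most variable probes.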

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

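All tests of explanations in this part were chosen after the result was seen, and the regrouping of the arrays was planned.

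The interaction of Ndp loss and Ptch heterozygosity was called at 224 probes. Of 100 regroupings of the 16 GNP arrays, the real one included, 1 called as many probes and the highest of the others called 70. This argues against a random grouping, but structure of the samples that runs with genotype is not tested by it. The genes with a positive interaction were 3300002A11Rik (2.78), Ednrb (2.61), Myh8 (2.52), Cd83 (2.43), Serpina3n (2.31), Hspa1a (2.31), Pramel4 (2.21), Plk4 (1.94), B3gat3 (1.93) and Tlr2 (1.91), of which Cd83, Hspa1a and Tlr2 lay below level 5 in all 3 mutants, where the floor alone gives a positive value. Both single mutants lay below level 5 for 3300002A11Rik, Pramel4 and B3gat3, as did NdpKO for Ednrb and Serpina3n and Ptch+/- for Myh8. The sizes of these values rest partly on background. The genes with a negative interaction were Scrt2 (-3.03), Samd12 (-2.57), Wdr82 (-2.54), Map6 (-2.52), Jph4 (-2.33), Itsn1 (-2.31), Chrnb2 (-2.23), Tpmt (-2.15), Celf4 (-2.08) and Ntrk2 (-2.05). For Tpmt every group but Ptch+/- lay below level 5, so its value is not evidence of an interaction. Brighter probes gave smaller sizes, with -0.74 for Wdr82, -0.99 for Tpmt, -0.90 for Celf4, -1.34 for Map6, -1.21 for Chrnb2 and 1.11 for Ednrb. Ntrk2 (0.0081) and B3gat3 (-0.66) changed sign there, and Hspa1a kept its size (2.43).

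The interaction sets the wild-type and NdpKO;Ptch+/- arrays against the Ptch+/- and NdpKO arrays. The first principal component split the arrays in the same way, except for NdpKO replicate 4 and NdpKO;Ptch+/- replicate 1. Without both arrays, which were picked by their scores, the interaction was called at 2577 probes. The calls therefore cannot be told apart from whatever separates the arrays on this component, although single genes were not tested against it. NdpKO replicate 4 had a score of -15.2, far from the others of its group at 14.5 to 20.01. NdpKO;Ptch+/- replicate 1 stood apart in the opposite way. An exchange of the labels of these arrays may be set aside, because Ptch1 was higher by 0.750 in NdpKO replicate 4 than in NdpKO;Ptch+/- replicate 1, as the titles have it. Chips, assumed from runs of 6 consecutive arrays, held 4.05% of the variance of these scores, although they held 90.5% of that of the third component and arrays of different groups correlated more within a run (median r of 0.185 after removal of group means) than across runs (-0.096). A lower share of progenitors in the wild-type samples would raise the markers of other cell types. The rise would be alike only if those cells were carried over equally. Over members with a GNP mean above level 5, all 7 lists of other cell types had medians below -0.1 in Ptch+/- against wild-type GNPs. However, the lists lay apart, with microglial markers at -0.93 and mural markers at -0.15. The gap between the nearest quartiles of these 2 lists was 0.501, which argues against an equal rise only. Over all members the mural and Purkinje cell medians were near 0, but members at background cannot fall, so these medians do not bear on the share of progenitors. The 8 Purkinje cell and interneuron markers above level 5 had a median of -0.55, with 6 lower. Granule neuron differentiation and progenitor identity were higher in Ptch+/- GNPs, the direction that a lower share of progenitors in wild type gives. Such a lower share, with unequal carry-over of other cells, remains open. So do a change in particular cell types, such as endothelial cells, microglia and astrocytes, and a biological effect of genotype.

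Prm1 stood above level 5 on every array with Ptch in its title and below it on every other, which held for 18 of 18 arrays. RNA of germ cells was argued against by the other spermatid genes Tnp1, Tnp2 and Odf1, whose mean difference between Ptch+/- and wild-type GNPs was 0.0034. A candidate explanation is protamine sequence carried by the targeted Ptch allele, which cannot be told apart from expression of the Prm1 gene, since the annotation names no other probe for an inserted cassette. No biological explanation was tested.

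Single arrays far from the other 3 of their group were found in 16 of 230 groups of values (6.96%), where chance gives about 1 in 20 groups. Ptch+/- GNP replicate 3 had Xist at 10.02 and Eif2s3y, a gene of the Y chromosome, at 4.11, against 4.11 to 4.12 and 8.25 to 8.73 in the others of its group. Among vascular genes Plvap was 5.71 in wild-type replicate 4, Angpt2 7.39 in wild-type replicate 2 and Tspan12 7.28 in wild-type replicate 1. Prm1 was 10.66 and Map6 5.53 in NdpKO;Ptch+/- replicate 1. Nostrin was 5.22 and C430049B03Rik 5.09 in NdpKO replicate 4, and Nuak1 was 6.73 in NdpKO replicate 1. In Ptch+/- GNPs Ankrd12 was 7.28 in replicate 1, Kcnd2 9.74 in replicate 2, Myh8 5.08 in replicate 3 and Ilrun 5.83 in replicate 4. Thg1l was 6.62 in wild-type replicate 3.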

How the results depend on the processing

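The values have a floor near 4.1, so changes of genes below level 5, such as Ndp, Fzd4, Gli1 and Atoh1, could not be seen. Numbers of probes called moved with the model while the named genes mostly kept their direction. Of 2466 values of 134 named results under the alternatives, 1921 kept direction and call, 522 lost the call, 13 gained it and 10 changed sign, and 127 of the results never changed sign. Genes at background were left out of that count. Genes named by size outside the interaction had groups that did not overlap, so leaving out an array cannot reverse them. Centring, the filters and the moderation leave a difference itself unchanged. The count of kept directions was thus largely set by these choices and is weak evidence of stability. Centring each array moved nothing, since all medians were equal, and repeated quantile normalization left every count within 1.5 times. For the counts below the cause was not tested unless stated. Counts are given in the order NdpKO;Ptch+/- against Ptch+/-, NdpKO against wild type, Ptch+/- against wild type, NdpKO;Ptch+/- against wild type and the interaction, of which 7, 139, 494, 23 and 224 probes were reported.

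With the replicate number as a block, although the numbers did not pair the arrays, the counts were 1, 52, 263, 12 and 72. In the first comparison, where no call was higher as reported, 8 of 28 were higher with array quality weights, 12 of 36 with an intensity trend, and 515 of 922 without the arrays that stood apart. With array quality weights the counts were 28, 121, 825, 31 and 619, and 4378 for the tumours against GNPs, where 6643 were reported. An intensity trend with robust moderation gave 36, 317, 1010, 50 and 795. With only probes at or above the median they were 24, 297, 1041, 41 and 756, and with the filter at level 5 that was added after the data were seen 18, 547, 1393, 47 and 1396, in fewer tests. With 1 probe per gene they were 11, 163, 529, 22 and 341, and 3542 for the tumours, where fewer probes were tested. With only the compared groups in the fit, the spread came from those groups alone, and the first 4 were 1, 4, 717 and 3. Of these, Ptch+/- against wild type rose, and the others, each with an NdpKO or NdpKO;Ptch+/- group, fell. The loss of arrays was the same in each, so it does not account for the opposite directions. Most reported calls of the comparisons that fell thus depended on a spread pooled with the other groups. The assumed chip block gave 788 for Ptch+/- against wild type and 398 for the interaction. With the array of disagreeing labels counted as NdpKO, NdpKO against wild type gave 64, the interaction 2, and NdpKO;Ptch+/- against NdpKO 0 instead of 2. Without NdpKO replicate 4 and NdpKO;Ptch+/- replicate 1 together, the counts were 922, 1070, 76 and 2577 for the 4 comparisons that use them, and 656 for NdpKO;Ptch+/- against NdpKO. These arrays were picked by their scores on the first component, which inflates the counts. With single arrays left out the counts ranged from 5 to 232, 25 to 401, 116 to 444, 13 to 58 and 26 to 1221, from 2 to 8 for NdpKO;Ptch+/- against NdpKO, and from 5255 to 6402 for the tumours, where a lone tumour was assumed to vary like the GNPs.

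The sign changed for Wdr82 in NdpKO against wild type (-0.33), Aplp2 in Ptch+/- against wild type (-0.016), and B3gat3 (-0.66) and Ntrk2 (0.0081) in the interaction when the brighter probe of each gene was used, and for Ptch1 in NdpKO against wild type (-0.035) when the array of disagreeing labels was counted as NdpKO. In NdpKO;Ptch+/- against Ptch+/-, Tspan12, reported at 0.04, was -0.00999 without NdpKO;Ptch+/- replicate 1, with or without NdpKO replicate 4, and -0.064 without Ptch+/- replicate 2, the lowest of its values without single arrays, which reached 0.14. Cldn5, reported at 0.09, was -0.068 without Ptch+/- replicate 2 and -0.058 without NdpKO;Ptch+/- replicate 4, and its values without single arrays reached 0.25. The first component held 50.02% of the variance with fewer probes, 33.4% with all probes and 41.8% with scaled probes, against 43.6%. With all 18 arrays, tumours included, the first component held 37.1%, and the component that matched the reported one was the second, with 25.2% of the variance (r of 0.999 with the reported scores). Camera called 57 lists, and 2 with an estimated correlation. The correlation of the NdpKO and Ptch+/- differences, 0.832, was 0.594 with the wild-type arrays split, which removes the shared arrays, and 0.832 with probes at or above the median. The count of 1595 probes between the tumours stayed at 1595 after repeated quantile normalization. Centring and the filter could not move it, since the medians were equal and a difference of 1 puts a probe above the filter.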

Other observations

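The myelin gene Mag and the inhibitory transporter gene Slc32a1 were much lower in the tumours than in GNPs, and the lists that hold them went both ways. Of 14 oligodendrocyte lineage markers, 8 were lower and 3 higher in the tumours (median -2.14, camera adjusted p = 0.016, but adjusted p = 0.42 with an estimated correlation), and Mag was near 11 in all GNP groups. Of 14 Purkinje cell and interneuron markers 4 were lower and 2 higher (camera adjusted p = 0.091). The hemoglobin genes Hbb-bs (-3.35), Hbb-bt (-3.24) and Hba-a1 (-3.08), whose sequences are closely related, were lower in the tumours. Of the 9 erythroid genes 3 were called lower. The list was called by fry (adjusted p = 0.0094) and not by camera (adjusted p = 0.063). Endothelial markers were lower in 8 of 27 (camera adjusted p = 9.5e-04, but adjusted p = 0.56 with an estimated correlation) and extracellular matrix genes in 7 of 32 with 1 higher (camera adjusted p = 0.0032, but adjusted p = 0.35 with an estimated correlation). Of 28 cell cycle genes 6 were higher and 2 lower (camera adjusted p = 0.27). Antigen presentation genes were higher in 3 of 19 (camera adjusted p = 0.074) and p53 targets in 1 of 16 with 1 lower (camera adjusted p = 0.45). Hypoxia genes went both ways, with 2 higher and 2 lower of 21 (camera adjusted p = 0.082), and of 58 ribosomal protein genes 3 were higher and 1 lower (camera adjusted p = 0.16). Of 19 mural and meningeal markers 2 were higher and 3 lower (camera adjusted p = 0.20), and none of 7 sex-linked genes was called by limma (camera adjusted p = 0.81).

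In the GNPs, extracellular matrix genes were lower than wild type in NdpKO (8 of 32 lower and 2 higher when adjusted over the list alone, camera adjusted p = 1.5e-04, but adjusted p = 0.35 with an estimated correlation). Choroid plexus markers were lower too (median -0.27, camera adjusted p = 9.5e-04, but adjusted p = 0.35 with an estimated correlation), as was the Norrin and Wnt list (camera adjusted p = 0.028, but adjusted p = 0.35 with an estimated correlation). The same 3 lists were lower in Ptch+/- against wild-type GNPs (camera adjusted p = 1.2e-04, 0.0071 and 0.037, but adjusted p = 0.35 for each with an estimated correlation). The 17 hedgehog genes were higher in NdpKO (median 0.16, camera adjusted p = 0.035, but adjusted p = 0.35 with an estimated correlation), with Sufu at 1.39 and Ccnd2 at 0.41. A probe without a listed gene, ILMN_2690603, also given for the tumours, was measured at 8.70 in wild-type and 6.66 in Ptch+/- GNPs, 4.12 in NdpKO and NdpKO;Ptch+/- GNPs, and 8.23 in the Ptch+/- tumour.

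The tests of the next paragraph were chosen after the result was seen, and the splits of the paragraph after it were planned. At 70 probes NdpKO GNPs were lower than wild type, with a median difference of -0.96. The median of these probes was -0.69 in Ptch+/- against the same wild-type arrays, a value that the shared arrays alone push below 0. Of the 70 probes, 50 were also called lower in Ptch+/- GNPs. In simulated groups without a change that shared the wild-type arrays, at most 0 probes were called lower in both. For these 50 probes the values argue against a fall particular to loss of Ndp, and for the rest this stays open. Whether the mixed strain of the NdpKO mice was the cause stays open. Of the 70 probes, 32 had room to fall as far in NdpKO;Ptch+/- against Ptch+/- GNPs without reaching level 5. Their median was -0.90 in NdpKO and 0.124 in that comparison (quartiles -0.066 and 0.277), where 4 fell below -0.5. These values argue against strain only if the NdpKO;Ptch+/- mice were mixed and the Ptch+/- mice were not. The study states that compound mutants were compared within their breeding cohort. With matched backgrounds strain predicts no fall there, and the test cannot decide. Strain also stays open for single genes such as Thg1l, which was low in both Ndp mutants. Fewer microglia in the NdpKO samples is consistent with the median of -1.09 over the 5 microglial and leukocyte markers above level 5, although the median of all 18 was -0.15, the markers above level 5 had a median of -0.93 in Ptch+/- GNPs against the same wild-type arrays and the purification of the progenitors is meant to remove such cells. A change within microglia or an effect of Norrin loss on other cells stays open.

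Each comparison of 4 against 4 arrays was repeated over 35 splits of its 8 arrays. For NdpKO;Ptch+/- against Ptch+/- (7 probes), NdpKO against wild type (139), Ptch+/- against wild type (494) and NdpKO;Ptch+/- against wild type (23), 1 split, the real one, called as many and the highest of the others called 1. This argues against a random grouping for each comparison alone. A share of 1 in 35 is the smallest that these splits allow, and it was not adjusted for the number of comparisons. Structure of the samples that runs with genotype is not tested by the splits. For NdpKO;Ptch+/- against NdpKO, 2 of 35 splits called at least the 2 probes, so chance is not excluded by this count. The other split, which set NdpKO replicates 1, 2 and 3 with NdpKO;Ptch+/- replicate 1 against the rest, called 1438 probes and points to a structure of the samples.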
